A study of Homo sapiens with 6 samples. Its data were reported in "Integrative analysis of SF-1 transcription factor dosage impact on genome-wide binding and gene expression regulation" (2013).

How the data were processed

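Total RNA from H295R/TR SF-1 cells was measured on 6 Affymetrix 3′ expression arrays after 72 h in culture. H295R is a human adrenocortical carcinoma line, and in this subclone doxycycline switches on the nuclear receptor SF-1, the product of the NR5A1 gene. Per the labels, 3 arrays were from cells in basal conditions and 3 from cells given doxycycline (Dox) at 1 µg/mL. The study describes the arrays of a condition as biological replicates and names no pairing or batch. Libraries are named here by their labelled group and a number in the order of deposition, which is not a number in the labels. The titles of basal 1 and Dox 1 spell out the treatment, and those of the 4 others are codes with a running number, in the order basal 2, basal 3, Dox 2 and Dox 3. These are called the first and the second label style.

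The deposited table holds 1 value per probe set and array on the log2 scale, as made by the authors. The submitters' processing notes name GCRMA, which corrects the background by probe sequence and summarises the probes of a set, without a version. The study's methods name the array maker's console software. Whether all 6 arrays were normalized in 1 run is not stated. The deposited log2 values were used without further scaling, since the median of the arrays lay between 5.56 and 5.6. The number of arrays limits the precision.

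Of 54613 probe sets, 41091 (75.2%) had 1 gene symbol in the platform annotation, 1801 had several and 11721 had none. Gene symbols were checked against current names through their gene identifiers, which changed 0 symbols. A further 54 symbols could not be checked, since their identifier was missing from the gene table, and were kept too. Each of the 19775 genes was represented by its probe set with the highest mean over all 6 arrays, chosen without the groups. Probe sets with no or several symbols were left out of the gene counts, so CYP21A2, whose probe set lists 2 genes, has no value. No filter on low values was applied.

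The groups were compared with linear models and moderated variances in limma 3.58.1 (lmFit and eBayes with a mean-variance trend) under R 4.3.3. Adjusted p-values are from Benjamini-Hochberg over the 19775 genes with a threshold of 0.05, and all tests were two-sided. A count at the thresholds of the study, at least 2-fold with an unadjusted p under 0.05, took a gene when any of its probe sets passed, with the limma p because the study names no test. The level of NR5A1 was compared with an exact permutation test over the 6 arrays. Principal components were computed on the gene table, centred per gene. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

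The comparison of the labelled groups, its tests, the gene lists and the rule for named genes were fixed before the data were examined. The 20 lists covered steroidogenesis, cholesterol synthesis and uptake, lipid storage and efflux, angiogenesis, basement membrane and collagens, ion channels and transporters of the adrenal cortex, apoptosis, NRSF/REST target genes, the cell cycle, ERK feedback and immediate early genes, the ATF4 and mitochondrial stress response, TGF-beta, BMP and ID genes, the Notch pathway and the IGF axis. They also covered markers of the zona glomerulosa, of the zona reticularis and fetal zone, of gonadal somatic cells, of the adrenal medulla and of stromal, endothelial and blood cells, and RNA quality and reference genes. Lists were tested with camera at a preset correlation between genes of 0.01, with Benjamini-Hochberg over the 20 lists. The study's own account of genes changed on these arrays had been read before the lists were fixed. 47 list members, in 13 lists, are among the genes it names, so the lists were tested again without them, and counts that hold such members are not independent evidence of direction. The rule named NR5A1, REST and the genes the study singles out, the 12 largest rises and the 12 largest falls among genes past the adjusted threshold whose groups did not overlap, and in each list up to 4 members with the smallest adjusted p.

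After the data were examined, a further comparison left out the 2 libraries named basal 3 and Dox 1, each of which was nearly identical to an array of the opposite label. That does not single out these 2, since basal 1 and Dox 2 are the other members of the same pairs. NR5A1 was highest of the basal arrays in basal 3 (6.30) and lowest of the Dox arrays in Dox 1 (5.55). Leaving these 2 out therefore raises the NR5A1 difference. The further comparison set the libraries named basal 1 and basal 2 against those named Dox 2 and Dox 3, and kept every label. The libraries named basal 2 and Dox 3 had a narrower spread of values than the 4 others, so membership of this array set entered the model as a block, with 1 residual degree of freedom. The rule for named genes was applied to this comparison too. Because the libraries left out and the block were chosen from the same data, its p-values are not independent evidence.

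Alternatives for the labelled comparison were quantile normalization, centring each array on its median, the style of the sample labels as a block, the 4 arrays of the second label style, each array left out in turn, leaving out genes below the median level, the mean of a gene's probe sets, any probe set of a gene, other variance priors, array weights, a fold threshold and an equal-variance test per gene. The lists were also tested with an estimated correlation and with fry. For the further comparison most of these were repeated, with a fit without the block, a fit with the label style as the block in its place and a fit that left out the libraries named basal 1 and Dox 2 instead. All 10 splits of the 6 arrays into equal groups were fitted. In a test on simulated data of the same size, the labelled design recovered 71% of 100 genes changed by 1 log2 unit and 97% of 100 genes changed by 2, with 3 false calls. The further design recovered 100% of both, with 20 false calls. No array of SF-1 or NRSF/REST knockdown, no binding data and no measure of SF-1 protein was among the data files, so none was analysed. The study's supplement describes an immunoblot of SF-1 in these cells with and without doxycycline. Its legend does not tie the blot to any of the 6 arrays.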

Results

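The data were 6 arrays of H295R/TR SF-1 cells, human adrenocortical carcinoma cells in which doxycycline induces the nuclear receptor SF-1. Of these, 3 were labelled basal and 3 were labelled Dox, all after 72 h. Arrays are named by labelled group and order of deposition, so the numbers are not those in the sample titles. Values are log2 signals, with SD over the 3 arrays of a labelled group or the SE of the fitted difference. That SE comes from limma's moderated variance, which draws on all genes, so it is not the spread of a single gene between arrays. The median signal of the arrays lay between 5.56 and 5.6.

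NR5A1, which encodes SF-1, had a mean level of 6.02 ± 0.24 in the 3 arrays labelled basal and 6.06 ± 0.45 in the 3 labelled Dox (SD, n = 3 each). The difference was 0.03 ± 0.24 (SE), smaller than the spread between arrays. The exact permutation test gave p = 1, where 0.1 is the smallest p that 3 against 3 arrays allow. Its values were 5.84, 5.92 and 6.30 in the libraries named basal 1, 2 and 3, and 5.55, 6.21 and 6.41 in those named Dox 1, 2 and 3. This gene has 1 probe set on the array, and whether that set detects the induced transcript is not stated. REST, which encodes the repressor NRSF/REST, differed in its brightest of 3 probe sets by 0.05 ± 0.26 between the labelled groups (exact permutation p = 0.7, n = 3 each). Its other probe sets differed by -0.07 ± 0.13 (exact permutation p = 0.6, n = 3 each) and by -0.22 ± 0.13, with groups that did not overlap (exact permutation p = 0.1, n = 3 each).

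The arrays did not separate by label. On the first principal component, with 56.4% of the variance, the libraries named basal 2 and Dox 3 stood apart from the 4 others. On the next, with 33.6%, the libraries named basal 1, basal 2 and Dox 1 stood apart from those named basal 3, Dox 2 and Dox 3. The genes with the largest weights on that second axis included TNNI3, ELOVL3, INSM1, COL18A1 and ABCG1. The library named Dox 1 was nearly identical to that named basal 1: the SD of their difference over 54613 probe sets was 0.134, and 0 probe sets differed by over 2-fold. The library named basal 3 had the same relation to that named Dox 2, with an SD of 0.149 and 0 probe sets. Within labels, the SD of the difference between arrays was 0.258 to 0.452, with 525 to 2197 probe sets over 2-fold. Identical values were found in 218 probe sets of the former pair and 166 of the latter, so neither pair was a copied column.

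**Figure D1:**
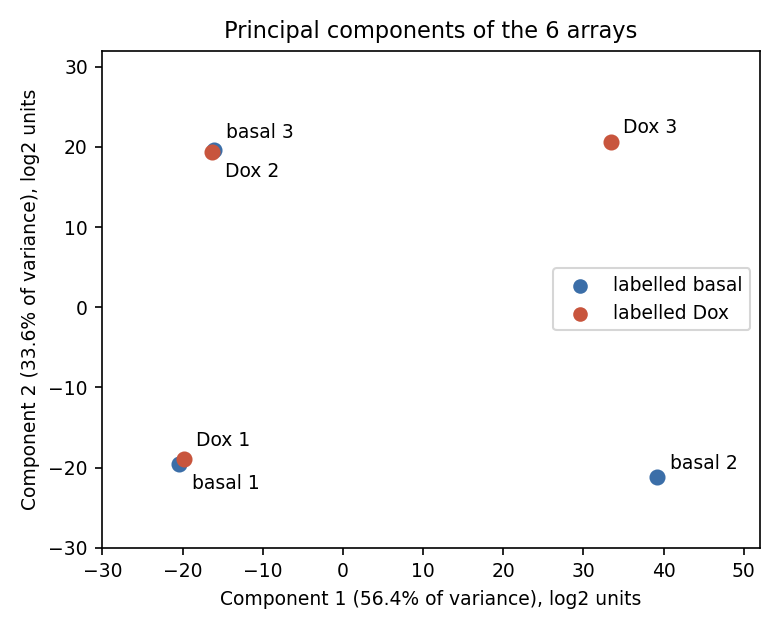
Scores of the 6 arrays on the first principal component (x axis, 56.4% of the variance) and the next (y axis, 33.6%), from the log2 values of 19775 genes, with each point an array, named by its labelled group and order of deposition. The points of basal 1 and Dox 1 nearly coincide, as do those of basal 3 and Dox 2.

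The comparison of all 3 arrays labelled Dox with all 3 labelled basal addresses which transcripts respond to a raised dosage of SF-1. No gene passed the threshold. TNNI3, cardiac troponin I, had the largest mean difference, 10.09 ± 2.33 in Dox against 8.77 ± 2.09 in basal (SD, n = 3 each), which was within the spread of the arrays. ELOVL3, an elongase of very long chain fatty acids, differed by 0.98 ± 1.06 (SE) and ABCG1, a transporter that exports cholesterol, by 0.92 ± 0.95. The lowest mean difference was in DUSP6, a phosphatase that inactivates ERK, at -0.85 ± 0.84, followed among the named genes by CCN3 (NOV), a secreted matrix protein, at -0.79 ± 0.71.

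With limma, 0 of 19775 genes were higher and 0 lower, 109 genes had an unadjusted p under 0.05 where chance alone would give 989, and the lowest adjusted p was 1.0. At the thresholds of the study the counts were 0 higher and 0 lower, with the limma p and with an equal-variance test alike. Leaving out 1 library changed them to 40 genes without that named basal 3 and to 31 without that named Dox 1. By mean difference alone, 5 genes exceeded 2-fold. The labelled groups did not overlap in 627 genes (3.17%), where chance gives 10%. None of the 20 lists was called (lowest adjusted p = 0.120), and 0 members of any list passed, over all genes or adjusted over the list alone; 6 lists were called without the library named basal 3, 5 without that named Dox 1 and 1 without that named basal 1. Without both the libraries named basal 3 and Dox 1, and within array sets, 1383 genes passed.

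The further comparison, of the libraries named Dox 2 and Dox 3 with those named basal 1 and basal 2 within array sets (n = 2 each), showed large differences. TNNI3 was 14.5-fold higher (log2 3.86 ± 0.11, SE, adjusted p = 1.79e-08) and the uromodulin-like gene UMODL1 rose by 3.45 ± 0.15, from 3.67 and 3.16 in the libraries named basal 1 and basal 2, which were not shown to be above background. TGM2, a transglutaminase that crosslinks proteins, rose by 3.14 ± 0.12, the receptor tyrosine kinase AXL by 3.11 ± 0.18, ELOVL3 by 2.93 ± 0.11 and ABCG1 by 2.65 ± 0.12. INSM1, a zinc-finger factor of neuroendocrine cells, rose by 2.83 ± 0.13, and COL18A1, the collagen from which endostatin is released, by 2.71 ± 0.12. The other large rises were in BEAN1 (3.38 ± 0.17), SNTG2-AS1 (3.20 ± 0.24), VAT1L (3.19 ± 0.20) and CCM2L (2.96 ± 0.12). The SE understates how far some genes differed between array sets. Dox 2 minus basal 1 and Dox 3 minus basal 2 were 3.86 and 2.53 in SNTG2-AS1 and 3.68 and 2.69 in VAT1L. They were 3.89 and 3.84 in TNNI3. The levels of BEAN1, SNTG2-AS1, AXL and INSM1 in the libraries named basal 1 and basal 2 also lay below the median signal of the arrays, as did those of HSD11B2, MATN3 and CYP11B1 among the list genes that follow. Those of VAT1L, and of the list genes ACSL6 and INHBB, did so in the library named basal 2 (5.06, 5.35 and 5.31) but not in that named basal 1.

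The largest falls were smaller than the largest rises. DUSP6 changed by -2.17 ± 0.16, LRRC3B by -2.13 ± 0.18 and CCN3 by -2.05 ± 0.11, or 4.15-fold lower (adjusted p = 1.02e-06). The chemokine receptor CXCR4 changed by -1.93 ± 0.12, the lymphatic growth factor VEGFC by -1.66 ± 0.17 and the calcium-binding protein CALB1 by -1.58 ± 0.11. COL15A1, a basement membrane collagen, changed by -1.89 ± 0.15, IGFBP7, a secreted binding protein, by -1.71 ± 0.14, LRRC17 by -1.98 ± 0.13, SHOC1 by -1.87 ± 0.17, SCGB1D2 by -1.61 ± 0.14 and S100A4 by -1.55 ± 0.13. The levels of VEGFC were 5.29 in each of the libraries named Dox 2 and Dox 3. They lay below the median signal of the arrays and were not shown to be above background. Those of LRRC3B (5.06) and SCGB1D2 (5.568) lay below the median of the library named Dox 2 (5.572), but not below that of Dox 3. NR5A1 was higher by 0.43 ± 0.13 and did not pass (adjusted p = 0.0808). Leaving out basal 3 (6.30) and Dox 1 (5.55) raised it from 0.03, so it is no independent check of direction. REST was at 0.10 ± 0.11 in its brightest probe set (adjusted p = 0.742), and its other probe sets were at 0.01 ± 0.14 and -0.20 ± 0.15.

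In this comparison, 676 genes were higher and 707 lower at the adjusted threshold with limma, 302 of them at least 2-fold (185 higher and 117 lower). At the thresholds of the study, 203 genes were higher and 138 lower. The differences had 1 sign in both array sets for 60.9% of all genes, and for all 1383 called genes, since the fit selects genes whose differences are alike. Over all genes those differences correlated at r = 0.638, a correlation across genes, which are not independent replicates. The first style of sample labels covers the libraries named basal 1 and Dox 1 alone, so Dox 2 minus basal 1 crosses label styles, while Dox 3 minus basal 2, with TNNI3 at 3.84 and CCN3 at -2.25, lies within a style. With label style as the block in place of array set, 0 genes passed (1070 at an unadjusted p under 0.05), and both blocks together leave no residual degree of freedom. Without the block no gene passed (837 at an unadjusted p under 0.05, lowest adjusted p = 0.0687), and 0 passed when the libraries named basal 1 and Dox 2 were left out instead of those named basal 3 and Dox 1. The direction of every value therefore rests on the labels of the 4 arrays kept. In the libraries left out, TNNI3 was at 11.17 in that named basal 3 and at 7.40 in that named Dox 1, and CCN3 at 9.85 and 11.59. Of 54 named genes that passed and have several probe sets, 31 had a probe set with under 0.5 of the change or the opposite sign, 10 of them the latter. The changes ranged from 0.05 to 3.14 in TGM2, from 0.41 to 3.11 in AXL, from -0.10 to 2.96 in CCM2L, from 0.59 to 2.65 in ABCG1, from -1.98 to -0.22 in LRRC17, from -1.71 to -0.13 in IGFBP7, from 0.03 to 1.98 in ACSL6, from -0.11 to 1.70 in CYP26B1, from -0.06 to 1.39 in BMP6 and from 0.02 to 1.06 in CITED2. They also ranged from -0.12 to 0.51 in GATA4, from -0.99 to -0.02 in FAS and from -0.84 to -0.04 in SPRED2. In ATF3 the range was -0.67 to -0.07, in COL4A4 -1.19 to -0.17 and in KCNMB4 0.35 to 1.48. In INSM1 it was 0.91 to 2.83, in APOA1 0.33 to 1.91 and in ETV1 -1.49 to -0.58. In PHLDA1 it was -1.11 to -0.20 and in RAB3C -0.73 to -0.29.

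**Figure D2:**
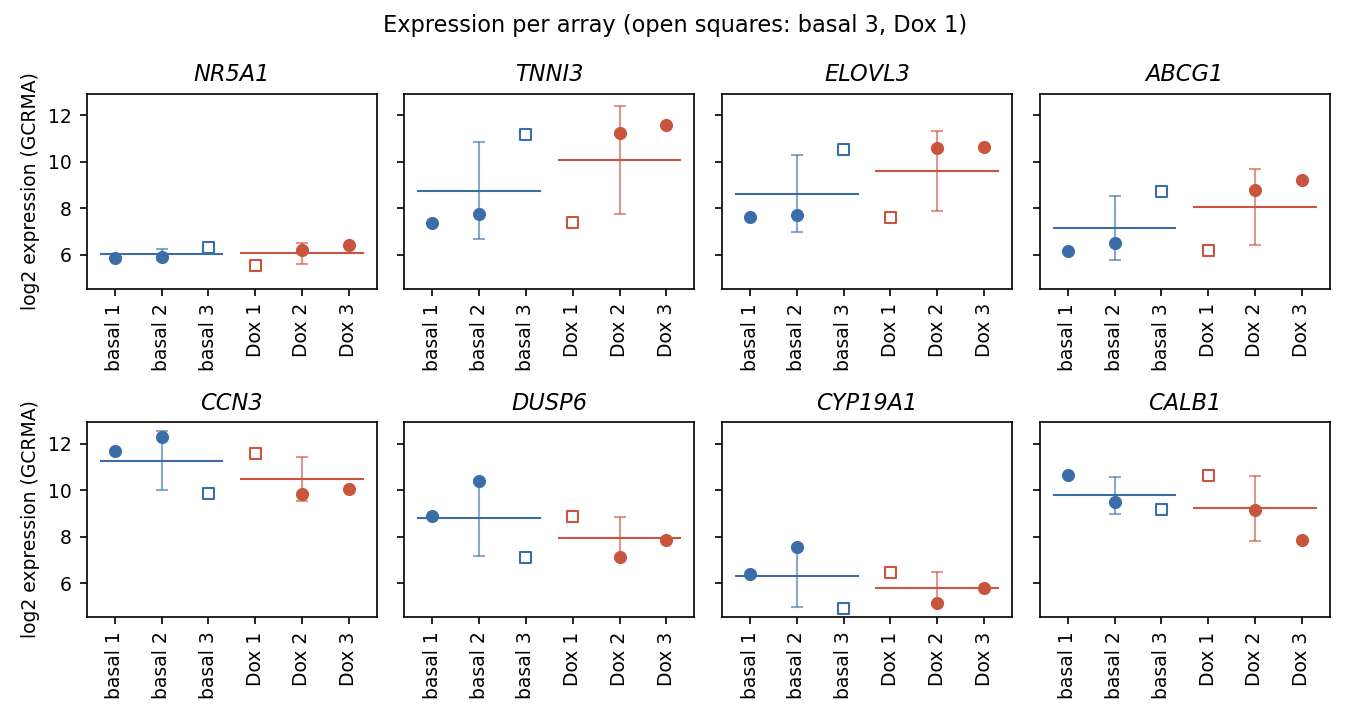
Log2 signal (y axis) of 8 genes in each of the 6 arrays, by labelled group (x axis), with lines for the mean of the 3 arrays of a labelled group and bars for their SD; open squares mark the libraries named basal 3 and Dox 1, left out of the further comparison. TNNI3 lay between 7.37 and 7.76 in the libraries named basal 1, basal 2 and Dox 1 and between 11.17 and 11.59 in the 3 others.

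All list results that follow are from the further comparison, as log2 change ± SE with n = 2 each, and all camera calls below were lost with an estimated correlation in place of the preset one, at an adjusted p of 0.679 or more, or 0.818 or more without the picked members. That test has 1 degree of freedom here and little power. The estimated correlation lay below 0.01 for lipid storage and efflux (-0.04), zona glomerulosa markers (-0.09) and angiogenesis (-0.0028). With 1 degree of freedom it cannot show whether the genes of a list were correlated. In the labelled comparison of all 6 arrays it was 0.117, 0.280 and -0.012 in that order. Whether correlated genes caused the loss therefore stays open. With label style as the block, TGF-beta, BMP and ID genes, the IGF axis, zona glomerulosa markers and gonadal somatic cell markers were not called. Members described as picked are among genes the study itself names as changed on these samples, so counts that include them are not independent evidence of direction. Of 23 measured steroidogenesis genes, 2 were higher and 4 lower (5 and 7 adjusted over the list alone), and the list was not called (adjusted p = 0.0999). CYP19A1, the aromatase, changed by -1.52 ± 0.15 (adjusted p = 7.23e-05). HSD3B2, which makes progesterone from pregnenolone, changed by -1.40 ± 0.18, and AKR1C3, which reduces androstenedione to testosterone, by -0.72 ± 0.09. STAR, outside the rule for named genes, was the other member called lower, at -0.54 ± 0.09 (adjusted p = 0.00226). Its levels were 11.59 and 11.27 in the libraries named basal 1 and basal 2. They were 11.05 and 10.73 in those named Dox 2 and Dox 3. In the library named Dox 2, CYP19A1 (5.14) and HSD3B2 (5.51) lay below its median of 5.57, not shown to be above background. In that named Dox 3 they were at 5.80 and 6.07. HSD11B2, which inactivates cortisol, rose by 1.35 ± 0.15, from 4.40 and 4.73, not shown to be above background either, and both it and CYP19A1 were picked members. The probe set of CYP19A1 with that fall was at 4.93 in the library named basal 3 and at 6.47 in that named Dox 1, and another probe set gave a change of 0.10. CYP11B1, the cortisol-forming enzyme, was at -0.05 ± 0.13 and CYP11B2, the aldosterone synthase, at 0.02 ± 0.14, and neither passed (adjusted p = 0.917 and 0.974). The levels of CYP11B1 lay between 4.31 and 4.70 in the 6 arrays, not shown to be above background, so its value cannot tell whether it changed. With fry, which asks whether genes of a list move on balance 1 way, steroidogenesis was the only list called (adjusted p = 0.0389, downward). The mixed form of fry, which takes changes of either sign, did not call it (adjusted p = 0.0511). Nor did the mixed form call apoptosis, the cell cycle, ERK feedback, the ATF4 list or reference genes. It called every other list (adjusted p of 0.0464 or less).

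Cholesterol synthesis and uptake fell as a list (adjusted p = 8.19e-05 with camera), with 0 of 18 measured members higher and 6 lower (0 and 9 adjusted over the list alone). With an estimated correlation its adjusted p was 0.679. FDPS, the farnesyl diphosphate synthase, changed by -0.57 ± 0.09, the sterol-regulated INSIG1 by -0.47 ± 0.08, the cholesterol carrier STARD4 by -0.55 ± 0.11 and DHCR7, the enzyme of the final step to cholesterol, by -0.49 ± 0.10. Lipid storage and efflux rose as a list (adjusted p = 1.43e-07, 0.679 with an estimated correlation), with 11 of 24 members higher and 1 lower (13 and 2 adjusted over the list alone). Beside ELOVL3 and ABCG1, ACSL6, which activates long-chain fatty acids, rose by 1.81 ± 0.13 and APOA1, the main protein of high-density lipoprotein, by 1.69 ± 0.13. Here 6 of the members higher were picked, and without them the adjusted p was 0.0886.

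Angiogenesis genes moved both ways, 8 of 27 higher and 5 lower, also adjusted over the list alone, and the list was called upward (adjusted p = 0.0160, 0.679 with an estimated correlation). TGM2, COL18A1 and EPAS1, the hypoxia-inducible factor HIF-2α (2.59 ± 0.13), rose, and the growth factor PDGFD changed by -1.54 ± 0.10. The probe sets of EPAS1 ranged from -0.10 to 2.59. Of its called members 8 were picked, and without them the list was not called (adjusted p = 0.190). Among basement membrane and collagen genes, 5 of 33 were higher and 7 lower (8 and 9 adjusted over the list alone), with no call (adjusted p = 0.571). The cartilage matrix protein MATN3 rose by 1.97 ± 0.13, from 3.95 and 3.61, not shown to be above background, and COL11A1 by 1.47 ± 0.13, while COL4A4 changed by -1.19 ± 0.12. Ion channels and transporters were split, 4 of 24 higher and 4 lower (5 and 6 adjusted over the list alone, adjusted p = 0.681), with a median of -0.08, a mean of 0.05 and a downward test. The sodium pump subunit ATP1B1 rose by 2.12 ± 0.15 and the potassium channel subunit KCNMB4 by 1.47 ± 0.14, KCNJ8 changed by -1.17 ± 0.13, and the calcium channel CACNA1H was at -0.10 ± 0.13 (adjusted p = 0.782). Of the called members 7 in the matrix list and 6 in the channel list were picked.

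ERK feedback and immediate early genes fell as a list (adjusted p = 0.00480, 0.842 with an estimated correlation), with 0 of 20 higher and 5 lower (1 and 6 adjusted over the list alone). Beside DUSP6, the transcription factor ETV1 changed by -1.49 ± 0.11, PHLDA1 by -1.01 ± 0.12 and SPRED2, an inhibitor of the RAS pathway, by -0.84 ± 0.13. Without 3 picked members the adjusted p was 0.30. The list had a median change of -0.05 and stood apart in the library named basal 2, where its mean was 0.32 above the mean of the arrays, against 0.05 in that named basal 1, 0.07 in Dox 1 and between -0.15 and -0.14 in the 3 others. TGF-beta, BMP and ID genes fell as a list (adjusted p = 0.00178, 0.679 with an estimated correlation), with 3 of 24 higher and 6 lower (3 and 8 adjusted over the list alone). FST, the activin-binding follistatin, changed by -1.40 ± 0.12, and the BMP targets ID1 and ID3 by -1.16 ± 0.13 and -1.13 ± 0.13, while the ligand BMP6 rose by 1.39 ± 0.14. Without 4 picked members the call held (adjusted p = 0.000145). The IGF axis list was called downward (adjusted p = 0.010, 0.842 with an estimated correlation) with 0 of 17 higher and 5 lower, also adjusted over the list alone. IGFBP3, a carrier of insulin-like growth factors, changed by -1.35 ± 0.13 and the docking protein IRS2 by -0.63 ± 0.07, and without 2 picked members the adjusted p was 0.0644.

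The ATF4 and mitochondrial stress list was called downward (adjusted p = 0.00946, 0.842 with an estimated correlation), with 0 of 25 higher and 4 lower (2 and 7 adjusted over the list alone). VLDLR, a lipoprotein receptor, changed by -0.70 ± 0.13 and the stress factor ATF3 by -0.67 ± 0.17. This list moved with 1 library: its mean stood 0.41 above the mean of the arrays in that named basal 2, and between -0.13 and -0.04 in each of the 5 others. The mean change of its 25 genes was 0.05 ± 0.05 (SE over genes) between the libraries named Dox 2 and basal 1 and -0.44 ± 0.10 between those named Dox 3 and basal 2. No member of the cell cycle list passed (0 of 30, adjusted p = 0.576 for the list). Of 23 apoptosis genes, 1 was higher and 5 lower (4 and 9 adjusted over the list alone, adjusted p = 0.125). The death receptor FAS changed by -0.90 ± 0.13 and BIK, which promotes cell death, by -0.73 ± 0.12. Of 32 NRSF/REST target genes, 1 was higher and 2 lower (3 and 3 adjusted over the list alone, adjusted p = 0.804), among them RAB3C at -0.73 ± 0.13 and CHGB, a protein of secretory granules, at -0.75 ± 0.15. Of 22 Notch pathway genes only HES6, a picked member, passed (2.03 ± 0.11, also adjusted over the list alone), and the list, with a median of -0.06, a mean of 0.01 and a downward test, was not called (adjusted p = 0.681).

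Among markers of the adrenal zones and of other cell types, those of the zona glomerulosa fell as a list (adjusted p = 1.28e-05, 0.679 with an estimated correlation), with 0 of 12 higher and 5 lower (0 and 6 adjusted over the list alone). CCN3 and CALB1 led the list, and NR4A2, an orphan nuclear receptor, changed by -0.72 ± 0.14, to 5.17 and 4.60, not shown to be above background either. CCN3 and CALB1 were picked members, and without them the call held (adjusted p = 0.0137). Markers of the zona reticularis and fetal zone went both ways, 3 of 10 higher and 2 lower (3 and 3 adjusted over the list alone, adjusted p = 0.808), with a median of -0.13, a mean of 0.05 and a downward test. FATE1, a transcript of testis and adrenal, rose by 2.37 ± 0.15 and SULT2A1, which sulfates DHEA, by 0.68 ± 0.11, while TSPAN12 changed by -1.37 ± 0.15, with FATE1 and TSPAN12 picked members. Gonadal somatic cell markers rose as a list (adjusted p = 8.73e-04, 0.679 with an estimated correlation), with 4 of 15 higher and 0 lower, also adjusted over the list alone. They were CYP26B1, which degrades retinoic acid (1.70 ± 0.11), CITED2 (1.06 ± 0.13), the inhibin subunit INHBB (0.70 ± 0.13) and GATA4 (0.51 ± 0.13), and without the 2 picked members CYP26B1 and CITED2 the adjusted p was 0.0644.

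Of 15 adrenal medulla markers, 2 were higher, the picked members INSM1 and GATA3 (1.45 ± 0.12), and CHGB was lower, also adjusted over the list alone. That list had a median of -0.02, a mean of 0.25 and an upward test, and was not called (adjusted p = 0.225). Of 17 stromal, endothelial and blood cell markers 0 were higher and 1 lower, the epithelial marker EPCAM, which the list also holds (-0.76 ± 0.14), also adjusted over the list alone (adjusted p = 0.804 for the list). None of the 16 reference genes passed (adjusted p = 0.808), with ACTB at -0.06 ± 0.06 and B2M at 0.10 ± 0.06. Without all 47 picked members, 4 of the 20 lists were called, each downward: cholesterol synthesis and uptake, the ATF4 and mitochondrial stress response, TGF-beta, BMP and ID genes, and zona glomerulosa markers.

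**Figure D3:**
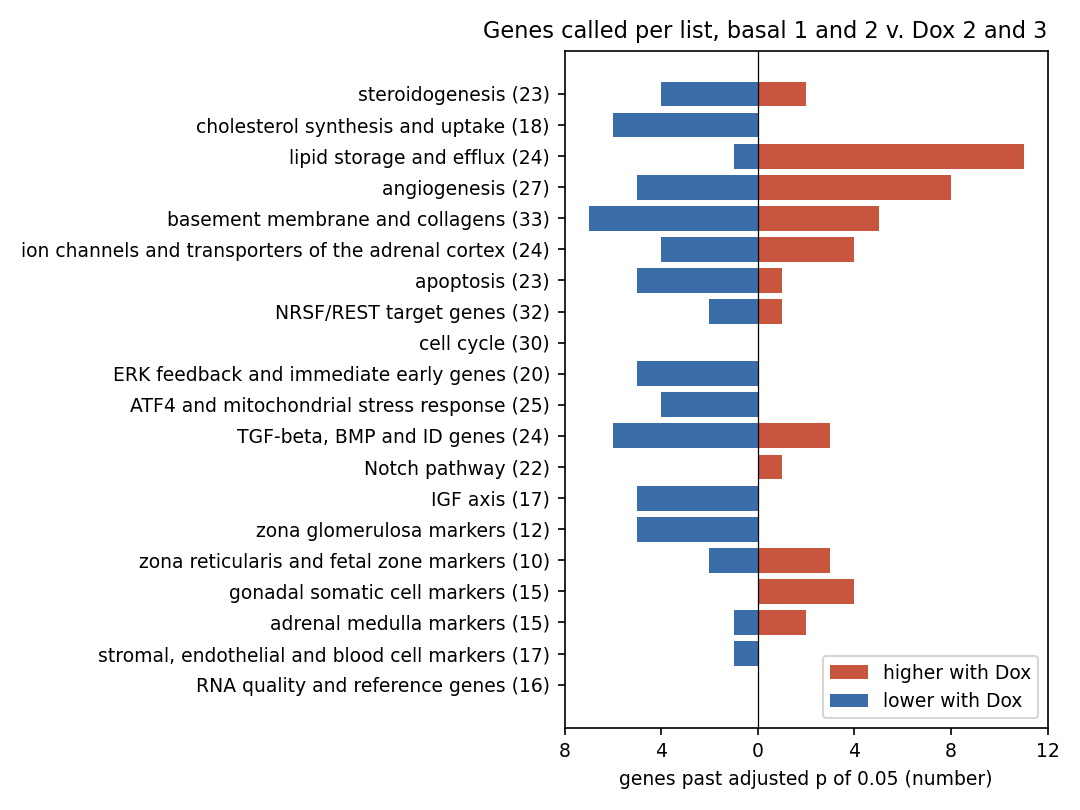
Number of genes of each list (y axis, with the number measured in brackets) that were higher or lower at the adjusted threshold (x axis) in the libraries named Dox 2 and Dox 3 against those named basal 1 and basal 2, within array sets. Lipid storage and efflux had 11 of 24 genes higher and 1 lower, and cholesterol synthesis and uptake 0 of 18 higher and 6 lower.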

Values the study reported

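In these cells the study reported that raising the SF-1 dosage with doxycycline increased the expression of 184 genes and lowered that of 91. It gave 21 679 as the number of genes on the type of array used for these overexpression experiments. For knockdown of SF-1, measured on another type of array, it reported 83 genes with a higher level and 125 with a lower level.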

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

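The comparison without the libraries named basal 3 and Dox 1, its alternatives, the array-set block, the lists without members the study names and the quantile-normalized share of the first component were chosen after the data were examined; the rest were planned. For the labelled groups, 0 genes passed under all alternatives run (0 to 662 genes at an unadjusted p under 0.05, the most with array weights) apart from those without these libraries: 0 genes without a block (837 unadjusted) and 1383 with it (3422). At the thresholds of the study 0 genes became 1 in the second label style, 0 to 40 with each array left out (40 without that named basal 3, 31 without that named Dox 1), and 294 without both libraries, 341 with the block, and 0 under the others. The NR5A1 difference of 0.03 ranged from -0.14 to 0.29 with each array left out and was 0.43 without both libraries. Of 20 lists, 0 called became 3 with the label style as a block, 4 in the second label style, 5 without genes below the median level, 0 to 6 with each array left out and 9 without both libraries, with or without the block. For the cell type markers among them, 0 became 1, 1, 1, 0 to 2, and 2 in that order. Of 146 named genes, 84 passed without both libraries within array sets and 0 under the other alternatives. The IGF axis turned, from a median of 0.0154 to -0.0327 without both libraries. The cause of these shifts was not tested, apart from the arrays and genes removed.

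The 1383 genes became 1119 to 1491 with other normalizations, filters, probe set summaries and variance priors, of which 1037 to 1381 were shared with the 1383, all with the same sign. They became 302 at 2-fold or more, by construction, 0 without the block, and 0 (1070 unadjusted) with the label style as the block in its place, where 471 genes passed the thresholds of the study, 5 lists were called and NR5A1 was at 0.39, not past an unadjusted 0.05. With each array also left out and no block, 0 to 86 genes passed (0 without that named basal 1, 9 without basal 2, 65 without Dox 2 and 86 without Dox 3), with the lone array assumed to vary like the others; with the block no residual degree of freedom is left. The 341 genes at the thresholds of the study became 276 to 342 under scaling, filtering and no block, and 175 with an equal-variance test and no block. The NR5A1 difference of 0.43 was the same without the block but no longer past an unadjusted 0.05, and was 0.39, 0.47, 0.53 and 0.33, not past it either, without the arrays named basal 1, basal 2, Dox 2 and Dox 3. The 9 lists became 8 or 9 under scaling, filtering, probe set means and no block, 0 with an estimated correlation (a test with 1 degree of freedom here), 1 with fry and 4 without members the study names, or 0 with both this and an estimated correlation. When the libraries named basal 1 and Dox 2 were left out instead, 0 genes passed (112 unadjusted), 1 passed the thresholds of the study, 1 list was called and NR5A1 was at -0.13. List medians then turned to 0.0239 for cholesterol synthesis and uptake, 0.0181 for TGF-beta, BMP and ID genes, 0.0679 for the IGF axis and -0.0530 for gonadal somatic cell markers. The share of the first component was 55.3% after quantile normalization against 56.4%. Signal over background limits dim probe sets, where near-identical arrays differed more than in bright ones: over the 4944 dimmest genes the SD between the libraries named basal 1 and Dox 1 was 0.163, against 0.0540 over as many of the brightest.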

Other observations

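The tests of exchanged labels, of a missing induction, of dim probe sets and of mitochondrial stress were chosen only after the result was seen, the share of the first component after quantile normalization was added once the arrays had been seen to separate, and the splits of the arrays were planned. The libraries named basal 2 and Dox 3 differed from the 4 others, across labels, in genes with large weights on the first component. ANXA1, a phospholipid-binding protein, was at 7.0 and 5.86 in these and between 9.20 and 10.23 in the others. VCAN, a matrix proteoglycan, was at 8.10 and 8.17 against 10.14 to 10.79, the hyaluronan receptor CD44 at 6.54 and 6.18 against 8.66 to 8.80, and the transcription factor ZEB1 at 6.49 and 7.13 against 8.61 to 9.09. Higher in both were GNAI2, an inhibitory G protein subunit, at 10.73 and 10.87 against 8.51 to 8.77, and the glycolytic enzyme PKM at 11.56 and 11.36 against 9.32 to 9.49. These genes were chosen after their values were seen.

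Among 13522 probe sets with no or several gene symbols, 0 passed in the labelled comparison, and 112 were higher and 53 lower without the libraries named basal 3 and Dox 1, within array sets. At the thresholds of the study, the labelled groups gave 0 genes higher and 0 lower. Both are lower than the values quoted from the study above. Without the libraries named basal 3 and Dox 1, 2 arrays a group gave 203 genes higher and 138 lower at these thresholds with limma within array sets. Without the block they gave 195 and 99 with limma, and 130 and 45 with an equal-variance test per gene. These counts lie on both sides of the values quoted there, depending on the test. The split of basal 1, basal 2 and Dox 1 against basal 3, Dox 2 and Dox 3 crosses the labels. At the same thresholds it gave 182 genes higher and 84 lower in the latter arrays with an equal-variance test. Both counts lie just below the quoted values. With limma it gave 194 and 115, both above them.

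The libraries named basal 1 and Dox 1, and those named basal 3 and Dox 2, were nearly identical across labels. With 0 genes in the labelled split, all 10 splits of the 6 arrays into equal groups gave at least as many by construction, and 10 splits are too few for a share under 0.05. The highest other, basal 1, basal 2 and Dox 1 against the rest, gave 380 genes, 309 at the thresholds of the study (real value 0) and 7 lists (real value 0), which points to a structure of the samples. Of the 309 genes, 194 were higher and 115 lower in basal 3, Dox 2 and Dox 3, and an equal-variance test gave 182 and 84. Against an exchange of labels between basal 1 and Dox 2 stood a correlation across genes of -0.638 between basal 1 minus Dox 2 and Dox 3 minus basal 2, if the labels of the latter arrays hold, and against a missing induction in the culture named Dox 1 as the only fault a correlation of 0.643 between basal 3 minus basal 1 and Dox 3 minus basal 2. An exchange of labels between basal 3 and Dox 1 may account for the pattern, with a correlation of 0.654 between basal 3 minus Dox 1 and Dox 3 minus basal 2, but given the near-identical arrays these correlations are 1 observation seen 3 ways, not separate evidence. A culture labelled basal with SF-1 switched on together with a culture labelled Dox without it would give the same values. These values do not exclude that. Wrong labels on all 4 other arrays would turn every direction, with 84 genes higher and 182 lower by the equal-variance test. The study reported more genes higher than lower, which argues against such an error unless the study's own calls share it. NR5A1 was at 5.55 to 5.92 in basal 1, basal 2 and Dox 1. It was at 6.21 to 6.41 in the 3 others, on 1 probe set near the median signal. Its difference of 0.43 ± 0.13 did not pass (adjusted p = 0.0808). That is no independent check, since basal 3 (6.30) and Dox 1 (5.55) were left out. The groups were kept as labelled.

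The libraries named basal 2 and Dox 3 stood apart from the 4 others on the first component. Scaling between arrays was argued against by quantile normalization, after which that component still held 55.3% of the variance. Background in dim probe sets was argued against by the 4944 brightest genes, where the SD of the difference between array sets was 0.408 and 107 genes exceeded 2-fold, against 0.231 and 13 genes among as many of the dimmest. A difference in culture, passage or processing day stays open, since the labels give none of them, and no biological explanation was tested.

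Doxycycline can impair mitochondrial translation, so some of the 1383 genes could follow the drug and not SF-1, and no arrays of cells without the transgene were among the files. The 25 genes of the ATF4 and mitochondrial stress list had a mean change of 0.0529 (SE over genes 0.0542) between the libraries named Dox 2 and basal 1. Between those named Dox 3 and basal 2 it was -0.443 (SE over genes 0.0971). Each difference is of 1 array and 1 array, so this error holds no spread between arrays and takes the genes as independent. Neither was a rise beyond this error, but with the former near 0 the effects of the drug and of SF-1 cannot be told apart.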
